# Depletion of tRNA-halves enables effective small RNA sequencing of low-input murine serum samples

**DOI:** 10.1038/srep37876

**Published:** 2016-11-30

**Authors:** Alan Van Goethem, Nurten Yigit, Celine Everaert, Myrthala Moreno-Smith, Liselot M. Mus, Eveline Barbieri, Frank Speleman, Pieter Mestdagh, Jason Shohet, Tom Van Maerken, Jo Vandesompele

## Abstract

The ongoing ascent of sequencing technologies has enabled researchers to gain unprecedented insights into the RNA content of biological samples. MiRNAs, a class of small non-coding RNAs, play a pivotal role in regulating gene expression. The discovery that miRNAs are stably present in circulation has spiked interest in their potential use as minimally-invasive biomarkers. However, sequencing of blood-derived samples (serum, plasma) is challenging due to the often low RNA concentration, poor RNA quality and the presence of highly abundant RNAs that dominate sequencing libraries. In murine serum for example, the high abundance of tRNA-derived small RNAs called 5′ tRNA halves hampers the detection of other small RNAs, like miRNAs. We therefore evaluated two complementary approaches for targeted depletion of 5′ tRNA halves in murine serum samples. Using a protocol based on biotinylated DNA probes and streptavidin coated magnetic beads we were able to selectively deplete 95% of the targeted 5′ tRNA half molecules. This allowed an unbiased enrichment of the miRNA fraction resulting in a 6-fold increase of mapped miRNA reads and 60% more unique miRNAs detected. Moreover, when comparing miRNA levels in tumor-carrying versus tumor-free mice, we observed a three-fold increase in differentially expressed miRNAs.

MicroRNAs (miRNAs) are a class of small non-coding RNAs that regulate gene expression and play important roles in essential physiological and pathological processes^1^. MiRNAs can be released into circulation and taken up by other cells, altering their gene expression^2^. It has been shown that these cell-free miRNAs are remarkably stable and can be readily detected in the bloodstream^3^,^4^. As miRNAs may exhibit cell-specific expression patterns and as their presence is correlated with specific disease states, such as cancer, numerous studies have investigated the use of circulating miRNAs for disease identification, monitoring and prognostication^5^.

Several measurement technologies are available for assessing relative miRNA abundance: microarray, RT-qPCR and massively parallel sequencing. With differences in reproducibility, accuracy, sensitivity and specificity, the method of choice is strongly dependent on the specific research question^6^. The continuous improvement of cDNA library preparation and sequencing technologies has resulted in an increase of studies evaluating miRNA quantities in blood-derived samples using small RNA sequencing. During the initial read-mapping step of such sequencing experiments, a substantial proportion of reads is often discarded as they map to abundant (and undesirable) RNAs. Further investigation of these discarded reads led to the discovery of new classes of small RNAs derived from well-known small non-coding RNAs like tRNAs, snoRNAs and YRNAs^7^,^8^,^9^,^10^.

In serum, certain tRNA-derived fragments called 5′ tRNA halves appear to be abundantly present, consuming the majority of sequencing reads^11^,^12^,^13^,^14^. 5′ tRNA halves range in size from 30–34 nucleotides and are the product of full length tRNAs being cut in the anti-codon loop by the ribonuclease angiogenin in response to stress^15^,^16^. 5′ tRNA halves can induce assembly of stress granules, inhibit protein translation and their expression in circulation has been found deregulated in cancer^16^,^17^,^18^,^19^,^20^. Despite the fact that 5′ tRNA halves may form an interesting subject of investigation, for sequencing studies examining other small RNA species in serum, their huge overrepresentation embodies an obstacle in reaching the desired experimental output. As 5′ tRNA halves may account for a very large fraction of sequencing reads, they hamper the detection of other small RNA species, like miRNAs. Selective depletion of 5′ tRNA halves could provide an elegant solution for obtaining sufficient sequencing detection power in these types of experiments in the same way ribosomal RNA depletion benefits total RNA sequencing studies^21^.

In this study, we evaluated two complementary approaches for selective depletion of 5′ tRNA halves from murine serum derived RNA based on bead capturing and RNase H cleavage, respectively. Using bead-based depletion, we were able to reduce the 5′ tRNA halves isotypes by more than 95%. This enabled us to increase the number of reads mapping to miRNAs by 6-fold, with 60% more unique miRNAs detected and importantly, with no differential effects on the constitution of the remaining miRNA population. To demonstrate the benefit of performing a 5′ tRNA half depletion, we investigated differentially expressed miRNAs between tumor-free mice and mice carrying orthotopic xenografts. In line with a higher detection rate, the selective depletion of 5′ tRNA halves increased the detectable amount of differentially expressed miRNAs by a factor of three compared to the same non-depleted RNA samples.

## Results

### 5′ tRNA halves are abundantly detected in mouse serum samples using different library preparation methods

First, we evaluated the effect of the small RNA library preparation method on the 5′ tRNA-halves abundance in libraries prepared from serum RNA using three commercially available small RNA library preparation kits. RNA isolated from 100 μl of serum collected from healthy mice was used as input for the preparation of a small RNA library in duplicate and libraries were single end sequenced.

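The comparison of kits comprised 6 small RNA libraries of mouse serum, 2 for each of the NEBNext, TruSeq and TailorMix kits. RNA for each library came from 100 μl of serum of healthy SVj mice, a laboratory mouse strain, and the paper states that this serum was collected from individual mice. The paper's text does not name which mouse each library came from, and the labels number the serum 1 and 2 in each kit. For each library the authors deposited a list of miRNAs with their read counts and a list of the distinct sequences annotated as another small RNA, each with its read count, its RNA class (tRNA, rRNA, snRNA, snoRNA or piRNA) and the name of a single annotated gene. Between 2 and 205 reads per library are listed under several classes without a gene, and were counted in none of the 5 classes. To make these counts, the authors trimmed adaptors with Cutadapt 1.8.1, discarded reads under 15 bp or without adaptor, required a quality score of 20 in at least 80% of bases, mapped the reads with Bowtie 1.1.2 without mismatches and matched their positions to miRBase release 20, UCSC tracks of the mouse genome GRCm38 and Ensembl release 84. The counts were not normalized, and mapped reads outside these annotations are not in the lists. The sum of the reads in both lists of a library is called its annotated reads here and served as the denominator of all shares. Annotated reads numbered 26256012 and 16983247 in the NEBNext libraries, 11620980 and 9417070 in the TruSeq libraries and 5144833 and 5300732 in the TailorMix libraries. Of these, miRNA reads numbered 224864 and 165139 with NEBNext, 351758 and 282076 with TruSeq and 193468 and 196895 with TailorMix. Sequencing reads without molecular identifiers are not independent molecules, so the confidence intervals of single libraries cover counting error only. Kits were compared by an exact permutation test over the 15 ways of dividing 6 libraries into 3 groups of 2, whose smallest possible p is 0.0667, so that no single comparison of this kind can fall below 0.05. Comparisons across all tRNA types or all miRNAs used edgeR's quasi-likelihood test. The lists give no read sequences or lengths, and read lengths were not analysed here.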

Even though all libraries were sequenced at the same sequencing depth, we observed a clear difference in the number of mapped reads between the different library prep kits. Using the NEBNext kit we obtained between 17.1 and 26.4 million mapped reads, with the TruSeq kit between 10.0 and 12.5 million mapped reads and with the TailorMix kit between 5.3 and 5.5 million mapped reads. 

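Counting only reads annotated as miRNA or other small RNA, the NEBNext libraries held a mean of 21619630 ± 6556835 reads, the TruSeq libraries 10519025 ± 1558400 reads and the TailorMix libraries 5222782 ± 110237 reads (SD, n = 2 each). Both NEBNext libraries exceeded both TruSeq libraries, which exceeded both TailorMix libraries. The spread between kits relative to the spread within kits was the largest of the 15 groupings (exact permutation test, two-sided, p = 0.0667, the smallest p that 6 libraries in 3 pairs allow). Leaving out sequences and miRNAs with fewer than 4 counts changed the mean of NEBNext to 21598702, of TruSeq to 10507609 and of TailorMix to 5205594 reads. Reads other than tRNA followed another order, since the TruSeq libraries had the most miRNA reads.

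**Figure D1:**
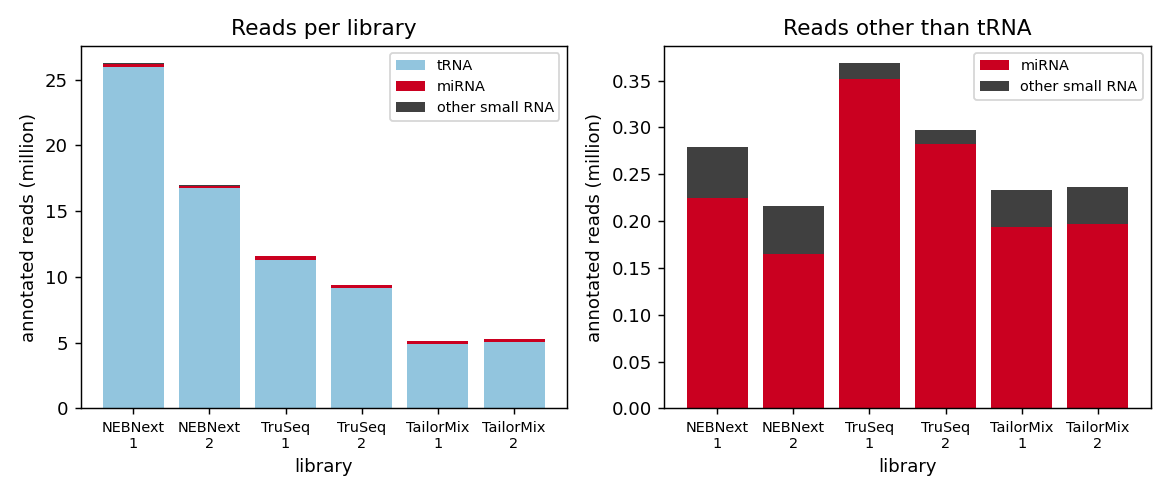
Annotated reads of each library, stacked by RNA class (left), and the same without tRNA reads on a smaller scale (right). Each bar is a single library, and the numbers 1 and 2 are its replicate numbers. NEBNext replicate 1 reaches 26256012 reads and TailorMix replicate 1 only 5144833, while the miRNA reads of all 6 libraries lie between 165139 and 351758.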

Annotation analysis of the mapped sequencing reads revealed that all libraries contained high amounts of reads mapping to tRNA genes, irrespective of library preparation method (Fig. 1a). 

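Reads annotated as tRNA made up between 95.5% and 98.9% of the annotated reads in every one of the 6 libraries, with a median of 96.8%. In single libraries the share was 98.9% (95% Wilson interval 98.932% to 98.940%) and 98.7% with NEBNext, 96.8% in both TruSeq libraries, and 95.5% in both TailorMix libraries. The 95% Wilson intervals of the 6 shares extended at most 0.0180 percentage points to either side. The 3 kits' means therefore differed by far more than counting error. The 2 NEBNext libraries also differed by more than it, so counting error alone cannot show a difference between kits. The classes other than tRNA and miRNA together took only 0.144% to 0.779% of the annotated reads. No class other than tRNA and miRNA reached 1% in any library. Of these, piRNA was the largest in every library and took 0.0897% to 0.468%. Over the 6 libraries rRNA took 0.0223% to 0.184%, snRNA 0.00827% to 0.0916% and snoRNA 0.0105% to 0.0362%, and the order of these 3 differed between kits.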

We found 98.0%, 89.7% and 92.3% of mapped reads annotated as tRNAs for NEBNext, TruSeq and TailorMix libraries respectively. 

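From the deposited counts, tRNA accounted for 98.8% ± 0.147 of annotated reads with NEBNext, 96.8% ± 0.0103 with TruSeq and 95.5% ± 0.0558 with TailorMix (mean ± SD, n = 2 each). The difference between the highest and the lowest kit exceeded the spread between replicates of each kit (exact permutation test, two-sided, p = 0.0667, the smallest p possible with 15 groupings). Pooling the reads of both libraries of a kit left these shares at 98.9%, 96.8% and 95.5%. The denominator moved the shares most. With the mapped reads that the paper states for each kit in place of the annotated reads, an alternative chosen after seeing the data, tRNA took 98.3% of reads with NEBNext, 90.5% with TruSeq and 92.4% with TailorMix, and TruSeq fell below TailorMix. Counting sequences annotated as both piRNA and tRNA as tRNA, also chosen after seeing the data, left the means at 98.8%, 96.8% and 95.5%. From the high share with each kit, the paper states that reads mapping to tRNA genes are abundant irrespective of the library preparation method.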

For all three investigated library preparation kits, only a small fraction of mapped reads corresponded to miRNA genes: 0.89%, 2.79% and 3.61% for NEBNext, TruSeq and TailorMix respectively. 

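The share of annotated reads that were counted on miRNAs was 0.914% ± 0.0820 with NEBNext, 3.01% ± 0.0223 with TruSeq and 3.74% ± 0.0325 with TailorMix (mean ± SD, n = 2 each). The lowest single library was NEBNext replicate 1 with 0.856% (95% Wilson interval 0.853% to 0.860%) and the highest TailorMix replicate 1 with 3.76% (95% Wilson interval 3.74% to 3.78%). Both TailorMix libraries lay above both TruSeq libraries, and these above both NEBNext libraries (exact permutation test, two-sided, p = 0.0667, the smallest p possible). With the paper's mapped reads as the denominator, an alternative chosen after seeing the data, the shares were 0.897% with NEBNext, 2.82% with TruSeq and 3.61% with TailorMix. In number, miRNA reads averaged 195002 ± 42232 with NEBNext, 316917 ± 49273 with TruSeq and 195182 ± 2423 with TailorMix (SD, n = 2 each), so that the NEBNext and TailorMix means differed by less than the spread between NEBNext replicates (exact permutation test over the 3 kits, two-sided, p = 0.200). The smallest share of miRNA reads that 3 counts represent lay between 0.000853% and 0.00182%.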

The distribution of the lengths of the reads displayed a dominant peak at 30–33 nt concordant with the length of tRNA halves (Fig. 1b) with reads mapping to the 5′ end of the tRNA genes.

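All 21 tRNA types (amino acids, with selenocysteine as a type of its own) had reads in every library, under 46 to 49 anticodons and 7542 to 12354 distinct sequences per library. The reads were unevenly spread over these sequences. The single most abundant tRNA sequence carried between 15.4% and 26.1% of a library's tRNA reads. The 3 most abundant sequences carried 57.5% and 55.8% of the tRNA reads in the NEBNext libraries, and the 4 most abundant carried 53.2% and 54.3% with TruSeq and 52.4% and 52.0% with TailorMix. Reaching 90% of tRNA reads took 27 and 32 sequences with NEBNext, 49 in both TruSeq libraries, and 39 and 38 with TailorMix. Reaching 95% took between 71 and 103 sequences.

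**Figure D2:**
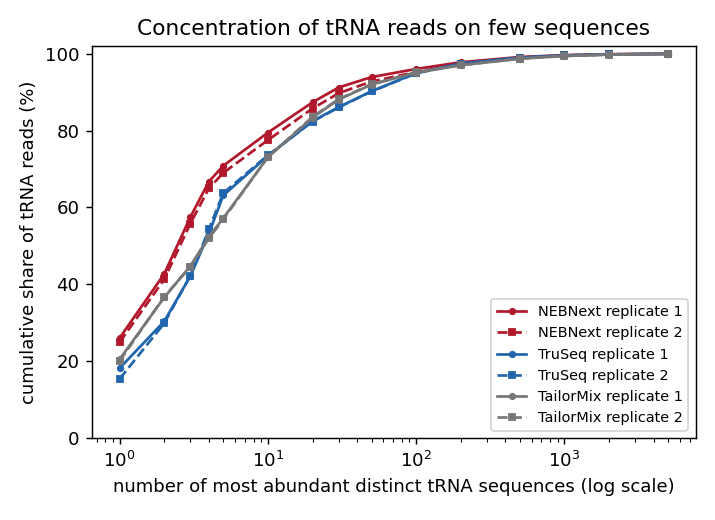
Cumulative share of tRNA reads (vertical axis, in percent) against the number of most abundant distinct tRNA sequences (horizontal axis, log scale), with a line for each of the 6 libraries, solid for replicate 1 and dashed for replicate 2. At 100 sequences the lines lie between 94.9% and 96.0%, and the NEBNext lines lie highest up to that number.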

Investigation of the different types of 5′ tRNA halves present in the libraries revealed that the majority of 5′ tRNA half reads corresponded to just a small subset of tRNAs types. The most abundantly present tRNA types are those with glutamine, glycine, valine and histidine isoacceptors. 

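By amino acid, the tRNA reads of the NEBNext libraries were 50.8% ± 0.144 Glu (glutamate), 38.5% ± 0.926 Gly, 5.04% ± 0.459 Val and 2.56% ± 0.357 His (mean ± SD of the share of tRNA reads, n = 2 here and for the other kits). With TruSeq they were 34.9% ± 3.44 Val, 28.0% ± 4.18 Glu, 18.3% ± 0.252 His and 14.7% ± 0.756 Gly. TailorMix gave 50.3% ± 0.880 Glu, 41.0% ± 0.885 Gly, 4.27% ± 0.0167 Val, 1.73% ± 0.0630 Asp and 1.30% ± 0.0686 His. The deposited annotation separates Glu from Gln (glutamine), and Fig. 1a names glu where the text has glutamine. Reads of Gln made up 0.641% ± 0.0858 of tRNA reads with NEBNext, 0.301% ± 0.00266 with TruSeq and 0.0318% ± 0.000389 with TailorMix (SD, n = 2 each). Lys, the only other type with at least 1% in the mean of a kit, took 1.22% ± 0.0258 with NEBNext, 3.01% ± 0.288 with TruSeq and 0.219% ± 0.00568 with TailorMix (SD, n = 2 each). With NEBNext and TruSeq, Glu, Gly, Val and His ranked as the 4 most abundant types. With TailorMix, Asp ranked above His in both libraries. The numbers that the annotation gives to tRNA genes restart on each chromosome and the lists name no chromosome, so genomic positions of these genes are not given here.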

The relative percentages of these tRNA types vary between the library preparation kits, but their total relative contribution is similar and close to 95% of all tRNA reads (Fig. 1a).

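Counts per tRNA type were compared between kits with edgeR's quasi-likelihood F test on the total of tRNA reads, with Benjamini-Hochberg adjustment over 21 types. Of these, 20 differed between kits at an adjusted p under 0.05, and Trp did not (adjusted p = 0.108). The log2 fold change of Val from NEBNext to TruSeq was 2.79 (standard error 0.12) and from NEBNext to TailorMix -0.24 (standard error 0.11), with an adjusted p of 1.33e-37 over the 3 kits. For His the same log2 fold changes were 2.84 (standard error 0.13) and -0.97 (standard error 0.12, adjusted p = 2.46e-39). Glu had a log2 fold change of -0.86 (standard error 0.10) from NEBNext to TruSeq and of -0.012 (standard error 0.10) from NEBNext to TailorMix (adjusted p = 4.65e-12), and for Gly they were -1.39 (standard error 0.11) and 0.090 (standard error 0.11, adjusted p = 1.62e-20). Asp rose by a log2 fold change of 4.87 (standard error 0.17) from TruSeq to TailorMix, whereas Lys changed by -3.78 (standard error 0.15) and Gln by -3.25 (standard error 0.17) between the same kits. The test treats the spread between 2 libraries per kit as the error, and all 6 libraries shared a common estimate of it. The error was also pooled across the 21 types, which are parts of the same total and not independent. The very small p therefore do not rest on the 6 libraries of a single type alone. In the exact permutation test on the share of each type, p was 0.0667 for Val, His and Gly and 0.200 for Glu. The labels number the serum of each kit's libraries 1 and 2, which were used as replicate numbers and may denote the same 2 sera in all kits. With the replicate number as a block, 20 of 21 types again had an adjusted p under 0.05, and the log2 fold change of Val from NEBNext to TruSeq was 2.79 (adjusted p = 9.03e-28). This pairing is taken from the labels. As a check of it, the difference between replicates 1 and 2, taken across 21 tRNA types, had a Pearson correlation of 0.200 between NEBNext and TruSeq, 0.0508 between NEBNext and TailorMix and 0.118 between TruSeq and TailorMix. Pairing libraries with different numbers reverses the sign of these values by calculation and is no separate comparison. Types are not independent replicates, and no p was computed for these correlations. The setting that moved the log2 fold changes from NEBNext most was TMM normalization, which takes most types as unchanged and under which Glu from NEBNext to TruSeq was 0.55. From TruSeq to TailorMix DESeq2 moved them most, with Asp at 4.29, Lys at -4.38 and Gln at -3.84.
The 4 types Glu, Gly, Val and His together made up 96.9% ± 0.254 of tRNA reads with NEBNext, 95.9% ± 0.241 with TruSeq and 96.9% ± 0.0567 with TailorMix (mean ± SD, n = 2 each). All 6 libraries lay between 95.7% and 97.1% (exact permutation test between kits, two-sided, p = 0.200). With Gln in place of Glu, the total was 46.7% with NEBNext, 68.2% with TruSeq and 46.6% with TailorMix. The paper chose for depletion the tRNA types it found most abundant in mouse serum.

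**Figure D3:**
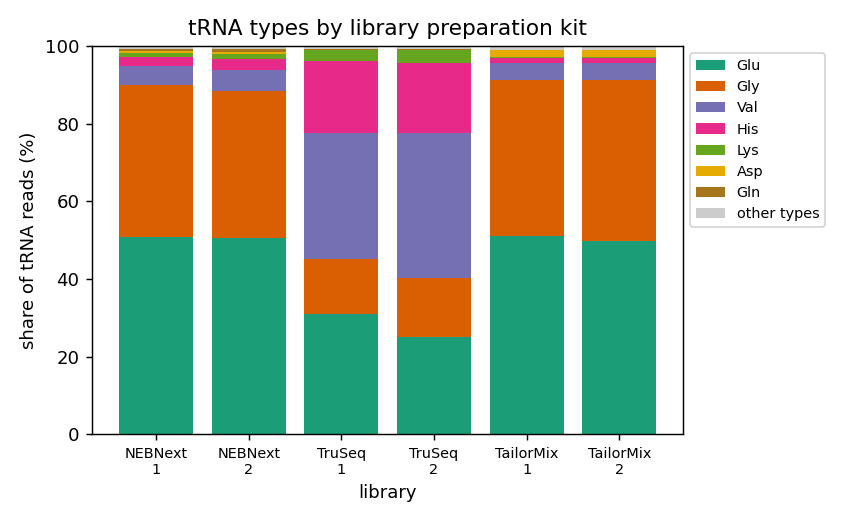
Share of tRNA reads (vertical axis, in percent) of each tRNA type in the 6 libraries. Bars are single libraries, numbered by replicate, and colours are amino acids. In both TruSeq libraries Val and His are the larger part of the bar, with 32.5% and 37.3% for Val, against 4.26% to 5.36% in the other libraries.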

### Effective depletion of 5′ tRNA halves

Next, we evaluated two complementary protocols for 5′ tRNA half depletion for the four tRNA types that we found to be most dominantly present in murine serum: glutamine, glycine, valine and histidine.

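Within the 4 most abundant tRNA types, the annotation of the reads named several isoacceptors, which are tRNAs of the same amino acid with different anticodons. Glu reads carried 2 anticodons in every library, and CTC had 87.8% ± 0.632 of them with NEBNext, 87.7% ± 1.96 with TruSeq and 88.4% ± 0.242 with TailorMix, the remainder being TTC (mean ± SD, n = 2 each). Gly reads carried 3 anticodons in every library, and 5 of 6 libraries also had ACC. The anticodon GCC had between 98.8% and 99.7% of Gly reads. Val reads carried 3 anticodons in every library. CAC had 95.4% ± 0.149 of Val reads with TruSeq and 94.2% ± 0.0494 with TailorMix, but 72.5% ± 25.5 with NEBNext (SD, n = 2 each), where the replicates differed most, with 90.5% and 54.5%. For His, GTG had at least 99.9998% of reads in each library, and a single read of NEBNext replicate 2 carried ATG. Each distinct tRNA sequence is listed under a single gene. The gene named for the most abundant sequence of a type often differed between the libraries of a kit, in 10 of 12 pairs of libraries over these 4 types and 3 kits. Reads of the same sequence in genes of different isoacceptors cannot be told apart.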

For each tRNA half type, different isoacceptors were detected. Comparison of the sequences of the different isotypes showed that it was possible to effectively deplete these fragments using only a limited number of probes for each tRNA type. We designed DNA probes complementary to the most abundantly detected sequences of the four most abundant tRNA half types. In total we designed five probes for depletion of the four most abundant tRNA halves. To interrogate for possible off-target effects, probe sequences were queried against the human and mouse miRNome to identify miRNAs that show perfect complementarity with the probes (Supplementary Table S1). In total five miRNA sequences were found to have complete overlap with either one of the probes.

Two complementary approaches were evaluated for their efficacy in depleting 5′ tRNA-halves (Fig. 2). In a first approach, biotinylated DNA probes hybridizing to the target RNA sequences and magnetic streptavidin beads were used to immobilize the DNA-RNA complexes. Using a magnetic field, the beads and bound DNA-RNA complexes were separated after which the supernatant, containing tRNA-depleted RNA, was collected and purified using ethanol precipitation. In the second approach, the addition of DNA probes to the RNA sample and subsequent incubation period were followed by the addition of RNase H, an endonuclease that specifically cleaves the 3′-O-P bond of RNA in a DNA/RNA duplex. After targeted degradation of the tRNA halves, DNA probes were removed by DNase I treatment and the sample was purified by ethanol precipitation.

Both protocols were evaluated on RNA isolated from a serum pool that was collected from healthy SVj mice by cardiac puncture. We assessed the 5′ tRNA half depletion efficiency using RT-qPCR and compared tRNA-half levels between depleted and non-depleted samples (Fig. 3a). For both protocols, very high depletion efficiencies were observed, with more than 99% of the targeted tRNA-types being depleted. To ensure we detected 5′ tRNA halves, and not their full-length tRNA counterparts, we evaluated the size of the PCR amplicons by capillary electrophoresis (LabChip, Caliper) and found that amplicon sizes correspond to 5′ tRNA half fragments (Supplementary Figure S1).

To assess whether the depletion protocols could affect miRNA expression values, we determined the abundance levels of mmu-miR-16-5p (MIMAT0000527, miRBase v18), a miRNA that is reported to be highly and stably expressed in mouse serum, in depleted and control samples^22^. Both depletion protocols were found to have an impact on miR-16 expression, with a 2-fold and 20-fold reduction in miR-16 expression levels for the beads-based depletion and RNase H-based depletion, respectively (Supplementary Figure S2). We did not observe a reduction in miRTC levels, a reverse transcriptase control assay, excluding the possibility of PCR or reverse transcription inhibition. Even with a reduction in absolute miRNA quantities, a depletion protocol can still prove to be effective, given that the relative quantities as compared to the population of 5′ tRNA halves are substantially increased and that effect is similar for all miRNAs.

### Effective depletion of tRNA halves for high-throughput sequencing of miRNAs

To evaluate the efficacy of the described protocols on small RNA sequencing, we performed the two 5′ tRNA halves depletion protocols on total RNA isolated from a serum pool collected from healthy mice. Each RNA sample was divided into three and the resulting fractions were either depleted using beads or RNase H, or used as a control. The experiment was performed in triplicate. Upon depletion, libraries were prepared using TruSeq Small RNA library preparation kit (given the higher number of mapped reads and miRNA reads as compared to the NEBNext and TailorMix kits). 

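In the comparison of kits described above, with 2 libraries per kit, annotated reads averaged 21619630 ± 6556835 with NEBNext, 10519025 ± 1558400 with TruSeq and 5222782 ± 110237 with TailorMix (SD, n = 2 each). Both TruSeq libraries thus lay above both TailorMix libraries and below both NEBNext libraries. Reads counted on miRNAs numbered 351758 and 282076 with TruSeq, more than in any NEBNext library (224864 and 165139) or TailorMix library (193468 and 196895). Across the 3 kits this difference in miRNA reads was not the largest among the 15 groupings (exact permutation test, two-sided, p = 0.200), since NEBNext and TailorMix overlapped. The paper gives the number of mapped reads and of miRNA reads as its reason for continuing with TruSeq.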

Samples were sequenced as described above.

We observed a clear difference in the average number of mapped reads, 4.63 × 10^6^, 1.77 × 10^5^ and 5.46 × 10^6^ for control, RNase H-depleted and beads-depleted samples, respectively. Comparison of the relative abundance of the different RNA species revealed a pronounced reduction in the fraction of detected 5′ tRNA halves in depleted samples as compared to non-depleted samples (Fig. 3b), with depletion efficiencies similar as previously measured by RT-qPCR (Fig. 3a). In non-depleted RNA samples, 87.79% of mapped reads were mapping to tRNA halves, 5.65% to miRNAs and 6.55% to other small RNA fragments (Fig. 4a). In RNA samples depleted using RNase H, 14.6% of mapped reads were assigned to 5′ tRNA halves, only 0.9% to miRNA and 84.0% to other small RNA fragments (Fig. 4a). For RNA samples depleted using beads, we observed that 23% of mapped reads map to 5′ tRNAs halves, 35% to miRNAs and 42% map to other small RNA fragments (Fig. 4a). These results are illustrated in a frequency histogram of the RNA length distribution. In samples depleted by beads, most RNA molecules have a length between 20–25 nucleotides. In samples depleted using RNase H, the distribution of RNA lengths is spread out between 18 and 30 nucleotides (Fig. 4b).

Taking into account the library sizes, the observed reduction of tRNA-halves using beads results in a 6-fold increase in mapped miRNA reads (Table 1). In addition, almost 50% more unique miRNAs are detected, 52.17 unique miRNAs per million mapped reads in control samples against 75.82 unique miRNAs per million mapped reads in depleted samples or, in total, 240 detected miRNAs in control samples compared to 417 in depleted samples (Table 1). In contrast, depletion using RNase H resulted in a strong reduction in both miRNA reads and detected miRNAs as compared to the control samples, with a total of 40 detected miRNAs in depleted samples (Table 1). Finally, we assessed whether the depletion protocols affect miRNA expression values, as it cannot be excluded a priori that the probes also bind miRNAs. To this purpose a correlation analysis of miRNA expression levels in depleted against non-depleted control samples was performed. For beads we observed a high correlation (Pearson r = 0.99, n = 310) between depleted and control samples (Fig. 5A), including miRNAs showing (partial) complementarity with the used probes. For RNase H the correlation was less strong (Pearson r = 0.87, n = 69) (Fig. 5B). The bead-based depletion protocol does not considerably affect relative abundances of individual miRNAs.

### Differential miRNA expression upon tRNA halves depletion of low serum volumes

To investigate the effectiveness of performing 5′ tRNA half depletion in a real miRNA quantification experiment, we evaluated the association of tumor burden on circulating miRNAs present in mouse serum. Three nude mice were orthotopically injected with SH-SY5Y human neuroblastoma cells. Serum samples were collected one week before cell injection and two weeks after injection, when mice had palpable tumors. We performed 5′ tRNA half depletion using the beads protocol (probes sequences in Supplementary Table S3) as it performed remarkably better than the RNase H protocol. Small RNA libraries were prepared using the TruSeq small RNA library prep kit and sequenced as described above.

When applying an expression cut-off of 4 counts, we detect on average 261 murine miRNAs, 123 human miRNAs and 329 miRNAs with complete conservation between mouse and human in depleted samples. In non-depleted control samples we detect 101 murine miRNAs, 25 human miRNAs and 137 miRNAs with complete conservation between the two species. When comparing miRNA expression values in tumor-bearing mice with tumor-free mice and applying a fold change cut-off of 2, we find in total 34 differentially expressed miRNA (18 upregulated and 16 downregulated; p-adjusted < 0.05) in depleted samples (Fig. 6). Of the differentially expressed miRNAs six are human miRNAs, 13 are murine miRNAs and 15 miRNAs have complete conservation between mouse and human (Supplementary Table S4 & Fig. 6a,b). In non-depleted samples, we find in total only 12 differentially expressed miRNAs (9 upregulated and 3 downregulated, p-adjusted < 0.05) (Supplementary Table S4 & Fig. 6c,d). Out of these, four are murine miRNAs and eight miRNAs have complete conservation between mouse and human. Of note, several miRNAs that we found differentially expressed have been described before in the context of neuroblastoma. Hsa-miR-15a-5p, hsa-miR-16-5p, hsa-miR-30c, hsa-miR-451a, hsa-miR-191-5p, hsa-miR-486-5p and hsa-miR-335-3p for instance have been described to be aberrantly expressed in metastatic neuroblastoma tumors^23^. Some of these, like hsa-miR-30c or hsa-miR-486-5p were only found differentially expressed in depleted samples, further underlining the benefit of performing 5′ tRNA halves depletion. In addition, only in depleted samples, sensitivity was high enough to detect differentially expressed human-specific miRNAs like hsa-miR-144-5p, a miRNA that is reported to be overexpressed in human neuroblastoma cells^24^.

## Discussion

Low RNA concentration due to its low abundance in serum poses a critical obstacle for the exact quantification of serum-derived miRNAs, especially for sequencing-based technologies. There have been several efforts to improve discrete steps of the miRNA quantification process in order to enhance the efficacy of miRNA detection in these types of samples. As such, improvement of pre-analytical parameters such as storage conditions and serum preparation, optimization of the RNA extraction process and advancements in library preparation protocols were found to improve miRNA detection performance^25^,^26^,^27^,^28^,^29^. Despite these efforts, the efficiency of small RNA sequencing of serum samples is still very low. Given the high abundance of 5′ tRNA halves in small RNA libraries prepared from serum samples that potently hinders the detection of other small RNA species, targeted depletion of these 5′ tRNA halves could prove highly efficient.

In this study we optimized and compared two protocols for the selective depletion of 5′ tRNA halves in RNA isolated from murine serum samples of which only one protocol was successful in targeted depletion of 5′ tRNAs halves. Using a protocol consisting of target capture by biotinylated DNA probes followed by immobilization using magnetic streptavidin beads, we were able to successfully deplete up to 99% of the targeted 5′ tRNA halves in RNA samples. Depletion of 5′ tRNA halves in small RNA libraries resulted in a more than 6-fold increase in mapped miRNA reads and 60% more detected mature miRNAs when performing small RNA sequencing on murine serum samples. Importantly, we observed no considerable effects on the relative expression values of miRNAs. Moreover, using 5′ tRNA halves depletion we were able to detect 3 times more differentially expressed miRNAs when comparing serum from mice carrying orthotopically engrafted tumors with serum from healthy control mice. We detected 34 differentially expressed miRNAs of which six are unique to humans, 13 unique to mice and 15 have complete conservation between the two species. Especially for such applications, in which the miRNA sequence itself can carry information about its cellular origin, sequencing is very well suited because of its exquisite specificity when strict mapping is applied. In contrast, RNase H-based depletion did not prove highly effective. It could be that cleaved tRNA half fragments are still being processed during library preparation as RNAse H can yield polished, easily ligated RNA ends.

It is straightforward to further increase the efficacy of 5′ tRNA halves depletion by including additional capture probes that target other 5′ tRNA isoacceptors not targeted in this study. It has been reported that the expression of circulating 5′ tRNA halves derived from specific tRNA isoacceptors can change as a result of experimental conditions like aging and calorie restriction^11^. It is not yet clear whether the same types of 5′ tRNA halves are present in all murine serum samples or whether their relative abundance depends on the mouse strain or other experimental and physiological conditions. In the mouse strains we studied, we found that circulating 5′ tRNA halves derived from a limited number of tRNA isoacceptors to be most dominantly present. Moreover, these were the same tRNA-types as were previously reported for murine serum^11^. These results suggest that it could be sufficient to design probes targeting only a limited set of 5′ tRNA-half isotypes to allow for effective depletion across a wide range of murine serum samples. More sequencing studies on mouse serum are needed to confirm these assumptions. Finally, we anticipate that our capture based depletion protocol could also be used for depletion of other abundant sequences present in any type of RNA samples with tailored probe sets.

## Methods

### Blood collection and serum preparation

Healthy male and female 129/SVj mice, with ages varying between 2 to 9 months, were sedated using tribromoethanol at a dose of 250 mg/kg injected intraperitoneally. 500 μl to 1 ml of blood per mouse was collected in Safe-Lock micro test tubes (Eppendorf) by cardiac puncture using a 0.45 × 12 mm needle after which mice were sacrificed by cervical dislocation. For NCr nude mice (Taconic Farms), 100 μl blood was collected by puncture of the jugular vein using a 4 mm lancet and collected in a BD Vacutainer collection tube with a gel separator (BD). All blood samples clotted at room temperature for 45 min. Clotted blood samples from healthy SVj mice were centrifuged at 1900 g for 10 min at 4 °C using a swinging bucket rotor. The supernatant, containing the serum, was collected and centrifuged again at 16000 g for 10 min at 4 °C in a fixed angle rotor to pellet cellular nucleic acids attached to cell debris. The supernatant was collected and stored at −80 °C. Clotted blood samples of nude mice were centrifuged at 2000 g for 15 minutes at 4 °C in a fixed angle rotor. The supernatant was collected and stored at −80 °C. For all serum samples, the degree of hemolysis was determined by measuring levels of free hemoglobin by spectral analysis. Absorbance peaks at 414, 541 and 576 nm are indicative of free hemoglobin^30^. Experimental protocols were approved by the Ethical committee of University Ghent and Baylor College of Medicine and carried out in accordance with the relevant guidelines and regulations.

### Orthotopic xenograft model

Orthotopic neuroblastoma xenografts were generated in four to six week old female athymic immunodeficient NCr nude mice as previously described^31^. Briefly, 1 × 10^6^ human SH-SY5Y neuroblastoma cells were surgically implanted in beneath the renal capsule. This model closely resembles the growth characteristics of primary neuroblastoma arising from the para-adrenal location in humans^32^. All experimental protocols were approved by the Ethical committee of Baylor College of Medicine and carried out in accordance with the relevant guidelines and regulations.

### Total RNA isolation

RNA was isolated using the miRNeasy serum/plasma kit (Qiagen) according to the manufacturer’s instructions. For the final experiment, 50, 100 or 200 μl of serum was used as input and total RNA was eluted in 12 μl of RNAse-free water.

RNA used for the evaluation of the different library preparation kits was isolated from 100 μl of serum collected from individual SVj mice and eluted in 12 μl of RNAse-free water. For RNA isolation of samples used for the assessment of effective tRNA depletion by sequencing, serum samples from 3 individual SVj mice were pooled and 200 μl aliquots of the serum pool were used as input for RNA isolation and total RNA was eluted in 12 μl of RNAse-free water. After elution from the miRNeasy column, RNA samples used for the assessment of tRNA depletion by sequencing were diluted to a final volume of 38 μl and distributed in 12 μl aliquots. RNA used for differential expression analysis was isolated from 50 μl of serum that was collected from Ncr nude mice and eluted in 12 μl of RNAse-free water.

### tRNA fragment depletion

5′ biotinylated DNA probes were designed for four 5′ tRNA halves species (Supplementary Table S1) and ordered from IDT. To evaluate for off-target effects, probe sequences were queried against the human and mouse miRNome to identify miRNAs that show 100% complementarity with the probes (Supplementary Table S1).

For tRNA halves depletion using beads, 12 μl of RNA, 15 μl of 2x hybridization buffer (Supplementary file S1), 1 μl of tRNA halves capture probes (at a final reaction concentration of 0.5 μM for each probe) and 2 μl of RNase-free water were incubated at 80 °C for 2 min to denature the RNA. The mixture was slow-cooled to 22 °C (at 0.1 °C/min) and placed on ice to allow for efficient hybridization. Dynabeads Myone Streptavidin C1 (Life Technologies) were washed 3 times using a washing buffer (Supplementary file S1). After washing, beads were prepared for RNA manipulation by washing twice with solution A and once with solution B (Supplementary file S1) and suspended in 2x washing buffer to a final concentration of 5 μg/μl. Next, 30 μl of sample was added to 30 μl of beads and the mixture was incubated for 10 min at room temperature with gentle mixing. The mixture was then placed on a magnet for 2 min after which the supernatant, containing the depleted RNA, was collected. The depleted RNA was purified by ethanol precipitation and suspended in 7.5 μl RNase-free water (Supplementary file S1).

For tRNA halves depletion using RNAse H, 2 μl of 7.5x hybridization buffer (Supplementary file S1) was combined with 1 μl of biotinylated probes (final probe concentration of 0.5 μM/probe) and added to 12 μl of RNA. Hybridization was performed under the same conditions as described above. After hybridization, 1 μl of RNase H (10,000 U/ml, Epicentre), 2 μl of 10x RNase H reaction buffer (Supplementary file S1) and 2 μl of 0.1 mM DTT was added to the sample and the mixture was incubated at 37 °C for 30 min. After RNase H digestion, 5 μl of 10x DNase I reaction buffer (Supplementary file S1), 2.5 μl DNAse I (2500 U/ml, Life Technologies) and 22.5 μl RNase-free water was added to the digested sample and the mixture was incubated at 37 °C for 30 min. The depleted RNA was purified using ethanol precipitation and resuspended in 7.5 μl RNase-free water.

### RT-qPCR quantification of tRNA fragments

For reverse transcription we used the miScript II RT kit (Qiagen) with HiFlex buffer according to manufacturer’s instructions but with 1.5 μl of input RNA. After reverse transcription, the resulting cDNA was diluted 22-fold by adding 210 μl nuclease-free water to 10 μl of RT product.

For detection of tRNA-halves by RT-qPCR the miScript SYBR green PCR kit (Qiagen) was used with custom designed primer assays (Supplementary Table S2). The RT-qPCR was performed in duplicate in a 10 μl reaction volume using 5 μl of 2x Quantitect SYBR Green PCR Master mix, 1 μl of 10x miSCript universal primer, 1 μl target specific primer (5 μM), 1 μl of RNase-free water and 2 μl of diluted cDNA were combined. PCR amplification was performed on a CFX384 real-time PCR detection system (Bio-Rad). Enzyme activation at 95 °C for 15 min followed by 45 cycles of 94 °C for 15 s, 55 °C for 30 s and 70 °C for 30 s. No template samples were included as negative control. Cq values were determined by the regression method (CFX manager v3.1, Bio-Rad) and the depletion efficiency was determined by the ΔCq method assuming 100% PCR efficiency. A reverse transcriptase control assay (miRTC, Qiagen) was included to evaluate RT inhibition.

### Small RNA sequencing

For Small RNA library preparation we used the TailorMix miRNA sample preparation kit v2 (Seqmatic), the NEBNext Multiplex Small RNA library prep kit (New England Biolabs) or the TruSeq small RNA library preparation kit v2 (Illumina) following manufacturer’s instructions with small modifications (Supplementary file S1). Adaptor sequences can be found in Supplementary Table S5. After PCR amplification, quality of libraries was assessed using a high sensitivity DNA kit on a Bioanalyzer (Agilent) according to manufacturer’s instructions. Size selection was performed using 3% agarose dye-free marker H cassettes on a Pippin Prep (Sage Science) following manufacturer’s instructions with a specified collection size range of 125–153 bp. Libraries were further purified and concentrated by ethanol precipitation, resuspended in 10 μl of 10 mM tris-HCl (pH = 8.5) and quantified using qPCR (see further). Based on the qPCR results, equimolar library pools were prepared, quality was assessed as described above and the library was further diluted to 4 nM using 10 mM tris-HCl (pH = 8.5). The pooled library was then sequenced at a final concentration of 1.2 pM on a NextSeq 500 using a mid or high output v2 kit (single-end, 75 cycles, Illumina).

For RT-qPCR quantification of sequencing libraries, 1 μl of EtOH purified library was diluted 1:100 000. 2.5 μl of SsoAdvanced universal SYBR green supermix (Bio-Rad Laboratories) and 0.25 μl of each primer (5 μM; Supplementary Table S2) were combined with 2 μl of diluted library. Reactions were set up in duplicate and performed in a LightCycler 480 (Roche) using the following protocol: enzyme activation at 95 °C for 15 min, followed by 44 cycles of 95 °C for 5 s, 60 °C for 30 s and 72 °C for 1 s.

### Sequencing data analysis

For the quantification of small RNAs Biogazelle’s dedicated small RNA seq pipeline was used (part of Cobra), as publically available alternatives we advice the use of miRDeep2 and miRExpress. Adaptor trimming was performed using Cutadapt v1.8.1, reads shorter than 15 bp and those in which no adaptor was found, were discarded. For quality control the FASTX-Toolkit (v0.0.14) was used, a minimum quality score of 20 in at least 80% of bases was applied as a cutoff. The reads were mapped with Bowtie (v1.1.2) without allowing for mismatches. Mapped reads were annotated by matching genomic coordinates of each read with genomic locations of miRNAs (obtained from miRBase, v20) and other small RNAs (obtained from UCSC (human: GRCh37/hg19; mouse: GRCm38/mm10) and Ensembl, v84). Raw and processed sequencing data have been submitted to the GEO database (GSE88915). Further data analysis was performed using RStudio (v0.99.486, RStudio). Normalization of miRNA counts and differential expression analysis was performed using the R package DESeq2 (v1.8.2). The DESeq2 result tables are available in Supplementary dataset S1.

## Additional Information

**How to cite this article**: Van Goethem, A. *et al*. Depletion of tRNA-halves enables effective small RNA sequencing of low-input murine serum samples. *Sci. Rep.* **6**, 37876; doi: 10.1038/srep37876 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Files

Supplementary Dataset 1

## Figures and Tables

**Figure 1:**
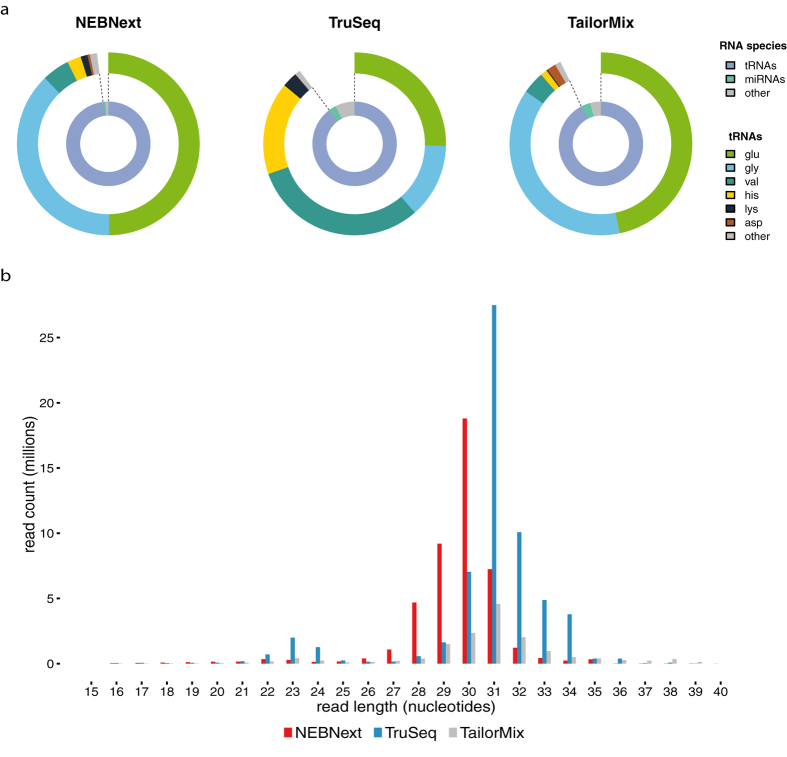
(**a**) Relative abundances of different small RNA species and tRNA-half types in libraries prepared using the NEBNext Multiplex Small RNA library prep kit, the TruSeq Small RNA library prep kit and the TailorMix miRNA sample preparation kit v2. Depicted values represent the amount of small RNA reads as a percentage of the mapped reads. Values represent the mean of two replicates. (**b**) Length distribution of the mapped reads detected in the NEBNext (red), TailorMix (grey) and TruSeq(blue) libraries.

**Figure 2:**
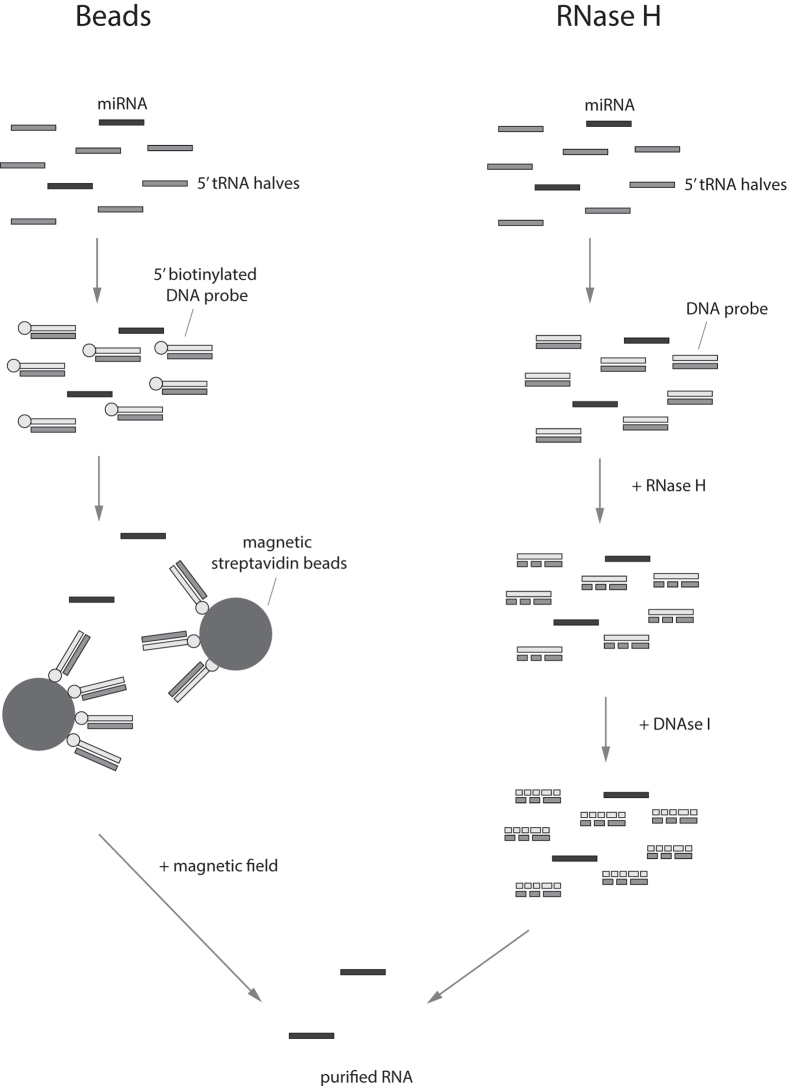
Schematic representation of the two investigated depletion protocols. Beads-based depletion of 5′ tRNA halves involves the use of biotinylated DNA probes with complementarity to the 5′ tRNA half sequences. After DNA/RNA hybridization, probes are bound by magnetic streptavidin beads and immobilized using a magnetic field. Finally, the supernatant, containing purified RNA, is collected and purified by ethanol precipitation. RNase H-based depletion relies on the addition of complementary DNA probes followed by specific cleavage of RNA in DNA/RNA duplexes by RNase H. Remaining DNA probes are then degraded using DNAse I and the depleted RNA purified by ethanol precipitation. See methods section for a more detailed description.

**Figure 3:**
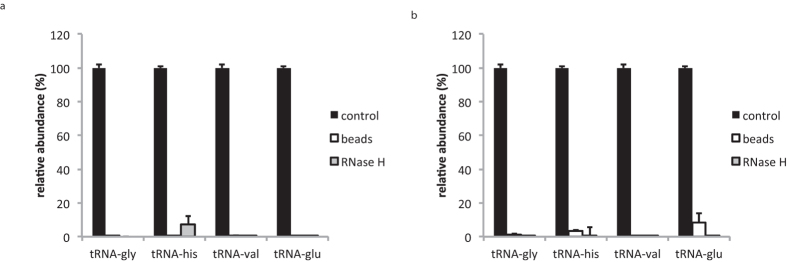
(**a**) tRNA depletion efficiency depicted as relative tRNA abundance values determined by RT-qPCR in non-depleted control samples, samples depleted of target tRNA-halves using RNase H and samples depleted of tRNA-halves using beads. Depicted values represent the mean of two replicates. Error bars represent the standard deviation of two replicates. (**b**) tRNA depletion efficiency depicted as relative tRNA abundance values determined by sequencing of depleted and non-depleted small RNA libraries. Depicted values represent the mean of three replicates. Error bars represent the standard deviation of three replicates.

**Figure 4:**
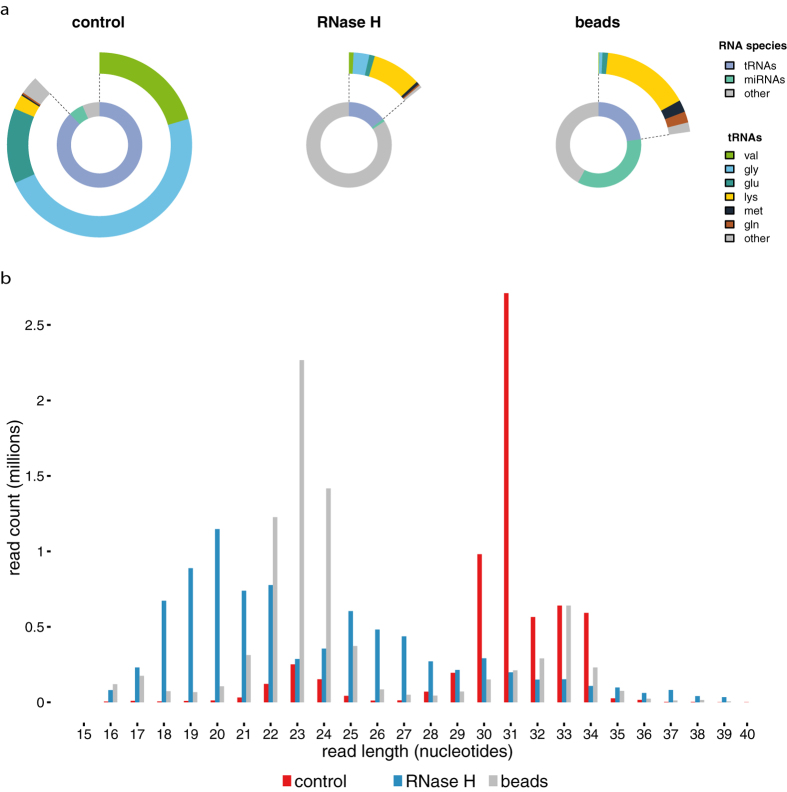
(**a**) Relative abundances of different small RNA species and tRNA-half types in depleted and non-depleted libraries. Depicted values represent the amount of small RNA reads as a percentage of the mapped reads. Values represent the mean of two replicates. (**b**) Length distribution of the mapped reads detected in libraries depleted using beads (grey), libraries depleted using RNase H (blue) and non-depleted libraries (red).

**Figure 5:**
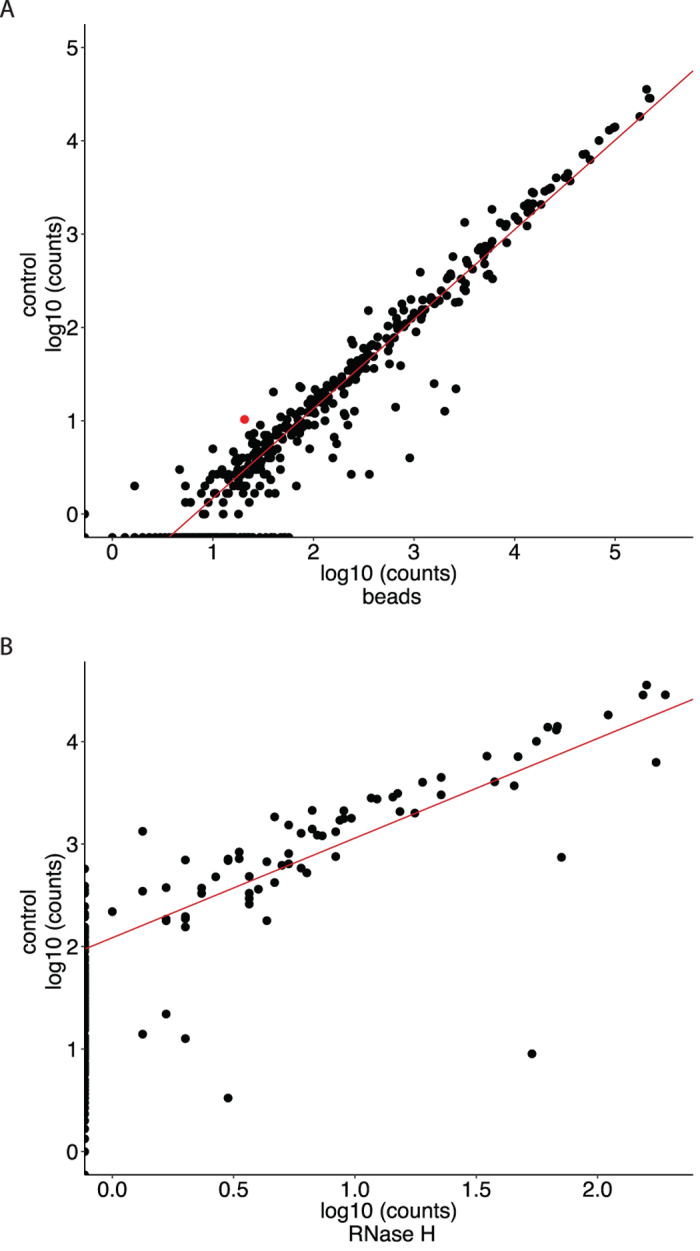
Correlation of miRNA expression values in control samples versus depleted samples using beads (**A**) and RNase H (**B**). Expression values are depicted as log10 of the non-normalized counts. Depicted values represent the mean of three replicates. Red dots represent miRNAs that show (partial) complementarity with one of the used probes.

**Figure 6:**
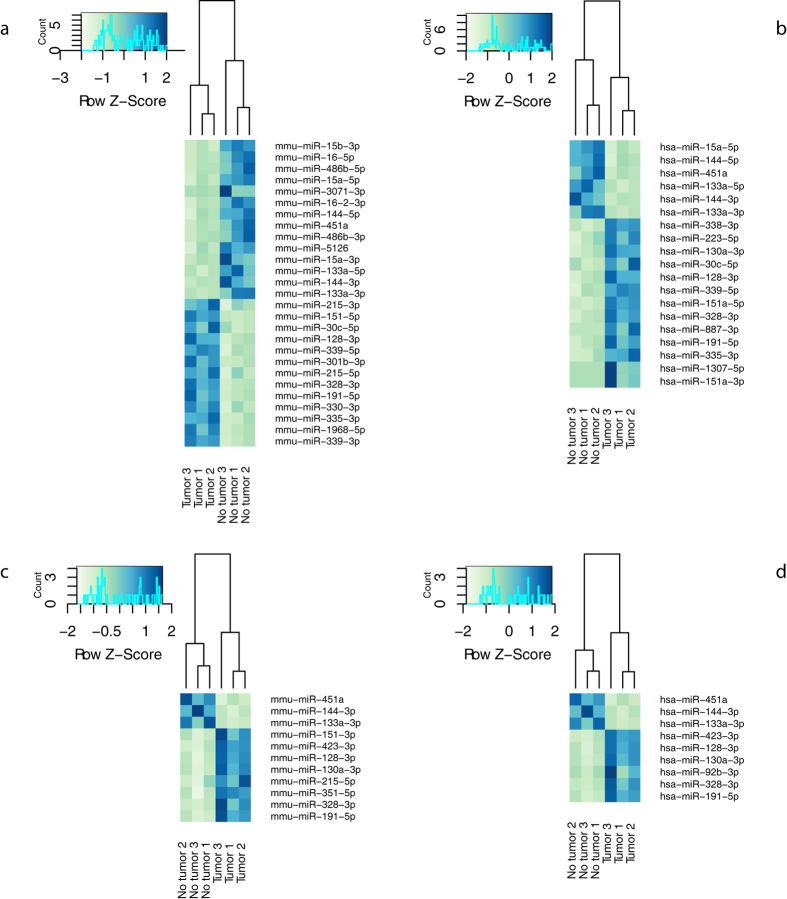
Hierarchical clustering of samples based on significantly differentially expressed miRNAs in serum collected before tumor cell injection and after tumor manifestation. Color areas indicate z-scores across all samples based on normalized miRNA expression values. (**a**) murine miRNAs in RNA depleted from 5′ tRNA halves; (**b**) human miRNAs in RNA depleted from 5′ tRNA halves. (**c**) murine miRNAs in non-depleted RNA. (**d**) human miRNAs in non-depleted RNA. miRNA names are according to miRBase v21 annotation.

**Table 1:** Sequencing output of non-depleted control samples, samples depleted using RNase H and samples depleted using beads.

	control	RNase H	beads
mapped reads (millions)	4.6 +/− 0.3	0.18 +/− 0.04	5.5 +/− 0.1
total reads (millions)	7.5 +/− 0.5	8.5 +/− 1.0	8.9 +/− 0.3
mapped miRNAs reads (millions)	0.26 +/− 0.04	0.0017 +/− 0.0002	1.91 +/− 0.05
unique miRNAs	240 +/− 9	40 +/− 5	417 +/− 6

Depicted values represent the mean of three samples +/− the standard error.

How the deposited data were processed for this re-analysis (not part of the article)

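Small RNA libraries were made from 100 μl of serum of healthy SVj mice with 3 library preparation kits (NEBNext, TruSeq and TailorMix), 2 libraries for each. The kit and the replicate number of each library were taken from the sample labels and checked against the paper's description. The later experiments of the paper (depletion by beads or RNase H, and mice carrying tumors) were not analysed here.

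The values are read counts deposited by the authors: for each library, the number of reads on each miRNA, and the number of reads of each distinct sequence annotated as tRNA, rRNA, snRNA, snoRNA or piRNA, or as several of these (2 to 205 reads per library). Before depositing these counts, the authors trimmed adaptors (Cutadapt 1.8.1), discarded reads under 15 bp or without adaptor, filtered on quality (FASTX-Toolkit 0.0.14, a quality score of 20 in at least 80% of bases), mapped without mismatches (Bowtie 1.1.2) and annotated by genomic position (miRBase release 20, UCSC tracks of GRCm38, Ensembl release 84). The deposited counts were not normalized. Reads that mapped outside these annotations are not in the lists, so shares were computed of annotated reads, which is a smaller total than the mapped reads that the paper gives. A miRNA without reads in a library is not listed for it and was taken as 0. No sequence is listed more than once in a library.

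From the lists, reads were summed by RNA class, by tRNA type (the amino acid in the name of the annotated tRNA gene) and by anticodon, with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Means are given with their SD over 2 libraries. Annotated reads lay between 5144833 and 26256012 per library, which put the 95% Wilson interval of a library's tRNA share within 0.0180 percentage points and of its miRNA share within 0.0164 percentage points. The intervals and the floor of 3 counts cover counting error only. Kits were compared by a two-sided exact permutation test of the between-kit F ratio over the 15 distinct groupings of 6 libraries into 3 groups of 2, so that p cannot be below 0.0667. A miRNA was called detected with at least 4 counts, the minimum that the paper uses in its last experiment.

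Differences between kits across all tRNA types and all miRNAs were tested with edgeR 4.0.16 (R 4.3.3), with glmQLFit and glmQLFTest and Benjamini-Hochberg adjustment. tRNA types were tested by an F test of kit, with the total of tRNA reads as library size. miRNAs with at least 4 counts in at least 2 libraries were tested in each of 3 contrasts between kits with TMM normalization. Both models included all 6 libraries and no block for the replicate number. The fit with the replicate number as a block, DESeq2 1.42.0, other normalizations, other filters on low counts, fits of the 4 libraries of a contrast only, downsampled counts, pooled libraries and single libraries left out were run as alternatives. The scripts were tested on simulated counts drawn from the means and library sizes of these libraries. Of 200 miRNAs changed by 4-fold in the simulation, 94 passed the filter and 79 of these were called, none in the wrong direction, while 2 of 258 unchanged miRNAs were called. For tRNA types, all 5 simulated changes were called and none of the 16 unchanged types. These 5 types were drawn from those with a mean share under 1% of tRNA reads, and the dispersion was set to 0.01. The dominant types were not changed in the simulation. It therefore does not show how often unchanged types are called when Glu or Val shift, as they did between these kits.

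The 2 libraries of each kit were compared before averaging. A chi-square test of their miRNA counts gave a chi-square per degree of freedom of 2.41 for NEBNext, 19.4 for TruSeq and 1.70 for TailorMix, so that each pair differed by more than counting noise. Reads without molecular identifiers are not independent, so 2 libraries made from the same RNA could also differ this much, and the test does not show that they are separate samples. They were counted as separate samples because the labels list them so.

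The tRNA types and miRNAs named in the text were chosen by a rule set beforehand: every tRNA type the paper names and any other with at least 1% of tRNA reads in the mean of a kit; miR-16-5p, the miRNA with the highest mean share in each kit, and in each contrast the 3 with the largest absolute log2 fold change among those past the threshold and changed the same way in every pair of libraries. miRNAs are listed by their miRBase identifier only, and no table of names was used here, so few identifiers are printed. Of the same rule, any class other than tRNA and miRNA with at least 1% of reads would have been named, and no class reached it. Shares of read lengths, which the lists do not give, and a split of nuclear from mitochondrial tRNA were left out.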

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

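The tests of a mislabelled library, of a single piRNA transcript, of miRNA reads behind the missing sequence numbers and of the numbering itself were chosen only after the result was seen. The other tests were set before.

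The paper does not report which miRNAs differ between the 3 kits, and the counts give a large difference. Of 360 miRNAs tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 247 had an adjusted p under 0.05 between TruSeq and NEBNext (94 higher and 153 lower in TruSeq), 279 between TailorMix and NEBNext (141 higher and 138 lower in TailorMix) and 254 between TailorMix and TruSeq (150 higher and 104 lower in TailorMix). With the replicate number as a block, a pairing taken from the labels, the counts were 232, 250 and 235. The check of this pairing over 68 miRNAs gave correlations of the difference between replicates 1 and 2 of 0.163 between NEBNext and TruSeq, -0.0377 between NEBNext and TailorMix and 0.0500 between TruSeq and TailorMix. miR-16-5p (MIMAT0000527), which has 2 genes on GRCm38, Mir16-1 on chromosome 14 from 61631880 to 61631972 and Mir16-2 on chromosome 3 from 69009902 to 69009996, had 904 and 617 counts with NEBNext, 11322 and 7921 with TruSeq and 9944 and 9634 with TailorMix. Its log2 fold change was 4.03 (standard error 0.11, adjusted p = 6.80e-26) from NEBNext to TruSeq, 4.34 (standard error 0.11, adjusted p = 1.55e-26) from NEBNext to TailorMix and 0.31 (standard error 0.10, adjusted p = 0.00469) from TruSeq to TailorMix. By share of miRNA reads, miR-16-5p took 0.388% with NEBNext, 3.01% with TruSeq and 5.02% with TailorMix. The fold changes rest on TMM normalization, which takes most miRNAs as unchanged. Yet at least 61.9% of miRNAs differed by 2-fold or more between libraries of different kits. The size of the fold changes therefore depends on the scaling, which their standard errors do not cover. Among the largest changes, MIMAT0003479 had 273 and 219 counts with NEBNext and 0 in both TruSeq libraries (log2 fold change -10.63), MIMAT0000131 had 9773 and 7513 counts with NEBNext and 1 and 2 with TailorMix (log2 fold change -11.75), and MIMAT0000677 had 0 counts in both TruSeq libraries and 747 and 768 with TailorMix (log2 fold change 12.90). Where a kit has 0 counts, the size of the fold change depends on the small count that edgeR adds.

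Several technical explanations of these differences were tested. After every library was downsampled to 165139 miRNA reads, 84.6% of the miRNAs called between TruSeq and NEBNext, 84.9% between TailorMix and NEBNext and 83.1% between TailorMix and TruSeq were still called in the same direction, so unequal miRNA depth does not account for most of them. Without the 10 miRNAs with the most reads, 96.2%, 89.6% and 93.1% of the remaining calls stayed in the same 3 contrasts. A swapped library label is not borne out, since the lowest Pearson correlation of log2 counts, scaled to the total of miRNA reads, across 360 miRNAs between the libraries of a kit was 0.985 and the highest between kits was 0.739 (miRNAs are not independent replicates). Differences between mice are not fully excluded: at most 11.9% of miRNAs differed by 2-fold or more between the libraries of a kit, against at least 61.9% between kits, but the paper's text does not name which mice were used for which kit. As a check in other samples, the mean counts that Supplementary Dataset 1 gives for the paper's non-depleted TruSeq libraries of nude mice were correlated with each kit across 202 miRNAs. Pearson's r was 0.799 with TruSeq, 0.747 with NEBNext and 0.718 with TailorMix, and the differences between these values were not tested. The labels number the serum 1 and 2 in every kit, which may denote the same 2 sera in all kits, but the paper's text does not say so. Differences between mice of the size seen between the libraries of a kit would not produce the differences between kits, if those libraries came from separate mice. A candidate explanation that remains is a preference of each kit for certain miRNAs, which cannot be told apart from larger differences between mice if the kits were given different mice. No biological explanation was tested.

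Reads annotated as piRNA, which the paper does not discuss, took 0.452% of annotated reads with TailorMix, 0.174% with NEBNext and 0.0942% with TruSeq (means of 2 libraries), far above the 3 counts that mark the smallest share the depth can show. In every library at least 91.9% of these reads carried the name of a single transcript in the annotation, so the class may stand for a single abundant source of fragments. Whether these fragments are piRNAs was not tested.

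The distinct sequences in the lists carry numbers, and many numbers are missing. In each library the counts never rise with rising number (0 rises in 6 libraries), which is what ranks in a list of all distinct sequences by abundance would show. If the numbers are such ranks, each missing number stands for a sequence with at least as many reads as the next listed one. In TruSeq replicate 1 the missing numbers then stand for at least 41328624 reads, against 11620980 annotated reads, and numbers 1 and 2 are themselves missing ahead of a tRNA sequence with 2048119 reads. By the same count, at least 11923825 and 16219295 reads were not listed in the NEBNext libraries, 32432711 and 41328624 in the TruSeq libraries and 9732483 and 10107485 in the TailorMix libraries. Annotated reads would then be at most 62.1% of a NEBNext library, 22.7% of a TruSeq library and 35.0% of a TailorMix library. With the paper's stated mapped reads as denominator, chosen after seeing the data, tRNA took 98.3% with NEBNext, 90.5% with TruSeq and 92.4% with TailorMix. By those totals, most of the missing reads would lie outside the mapped reads and would not lower these tRNA shares. For TruSeq this is not settled, since the bars of Fig. 1b, read by eye, add up to about 61000000 mapped reads. miRNA reads are listed without such numbers, but they equal at most 1.99% of these missing reads and do not account for them. Only numbers up to the highest listed one can be counted, so unlisted sequences after it are left out of the following shares. Within these numbers, whether a few abundant sequences hold most of the missing reads differs between kits. Under the same reading, the first 100 numbers hold at least 55.1% and 55.7% of the missing reads in the NEBNext libraries and at most 39.0% and 39.5% in the TailorMix libraries. In the TruSeq libraries they hold at least 42.1% and 40.3%, without an upper bound, so this is not settled there. The smallest possible number of missing reads in the first 100 numbers is 31.4% of the smallest possible total in TailorMix replicate 2, the lowest such ratio of the 6 libraries, which is not itself a bound. Under this reading the libraries may also have differed in total reads, with at least 28741933 and 42250443 with NEBNext, 41567705 and 52597846 with TruSeq and 14683848 and 15211322 with TailorMix. No biological explanation was tested.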

How the results depend on the processing

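All alternatives were set before the data were examined, except the paper's mapped totals as denominator and the counting of sequences annotated as both piRNA and tRNA. Counting each distinct sequence once gave the same values, since none is listed more than once. The reads of 30 to 34 nt, the share of read lengths and nuclear tRNA only were not run, because the lists give neither lengths nor a mark for mitochondrial tRNA.

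The order of the kits in annotated reads and in miRNA share was the same under each alternative that was run. With only sequences and miRNAs with at least 4 counts, the tRNA share moved to 96.9% with TruSeq and 95.7% with TailorMix. With the paper's mapped totals as denominator it was 98.3% with NEBNext, 90.5% with TruSeq and 92.4% with TailorMix, so that TruSeq and TailorMix changed places, and the miRNA share was 2.82% with TruSeq and 3.61% with TailorMix. With Gln in place of Glu, the total of 4 tRNA types was 46.7% with NEBNext, 68.2% with TruSeq and 46.6% with TailorMix, and TruSeq went from lowest to highest (exact p = 0.200). Glu alone holds 50.8%, 28.0% and 50.3% of tRNA reads in these kits, which accounts for the change.

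Detected miRNAs averaged 291 with NEBNext, 240 with TruSeq and 274 with TailorMix at 4 counts (exact p = 0.133). At 1 count they averaged 516, 394 and 423, and at 10 counts 218.5, 171 and 201.5. With miRNA reads downsampled to the smallest library, NEBNext had 278.5, TruSeq 193.6 and TailorMix 263.0, in the same order as at full depth. With annotated reads downsampled to the smallest library, NEBNext had 189.6 and TruSeq 189.55, both below TailorMix with 273.3, so the order of the kits changed (exact p = 0.200). The order of the kits in detected miRNAs therefore depends on which total of reads is made equal.

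Of 21 tRNA types, 20 differed between kits with the replicate number as a block and with DESeq2's likelihood ratio test, and 21 with TMM normalization. With at least 10 counts in every library the number was also 20. This filter removed no type, so that fit was identical to the main fit and is no separate check. DESeq2 did not call Glu (adjusted p = 0.157), whose log2 fold change from NEBNext to TailorMix became 0.094. TMM normalization reversed the sign of the log2 fold change for 7 of 21 types from NEBNext to TruSeq, 9 from NEBNext to TailorMix and 0 from TruSeq to TailorMix. Among Asp, Gln, Glu, Gly, His, Lys and Val these were Gln 0.32, Glu 0.55 and Gly 0.027 from NEBNext to TruSeq, and Glu 1.49, His 0.53 and Val 1.26 from NEBNext to TailorMix. DESeq2 reversed 3, 3 and 2 types in the same contrasts, and of these 7 types only Glu from NEBNext to TailorMix. TMM normalization raised all 21 types by nearly the same amount in each contrast from NEBNext. To TruSeq, Ala went from -2.36 to -0.95, Glu from -0.86 to 0.55 and Val from 2.79 to 4.21. To TailorMix, Ala went from -0.58 to 0.92 and Val from -0.24 to 1.26. The types with a reversed sign under TMM are therefore those whose fall was smaller than this common shift. The cause of the reversals under DESeq2 was not tested.

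The miRNAs called between TruSeq and NEBNext, TailorMix and NEBNext, and TailorMix and TruSeq numbered 91, 101 and 98 of 110 tested with at least 10 counts in every library (43 higher and 48 lower, 45 and 56, 49 and 49). DESeq2's Wald test called 175, 200 and 204. With library size only, 61 were higher and 191 lower in TruSeq than in NEBNext, against 94 and 153 in the main fit. In TailorMix, 108 were higher and 172 lower than in NEBNext (main fit 141 and 138). Against TruSeq, 175 were higher and 89 lower in TailorMix (main fit 150 and 104). The balance of higher and lower calls therefore depends on the scaling. The other counts stayed within 1.5 times. miR-16-5p between TruSeq and TailorMix was no longer past the threshold with DESeq2's size factors (adjusted p = 0.110), without a filter (adjusted p = 0.770) or with DESeq2 (adjusted p = 0.0512). Of 235 values of single miRNAs under an alternative, 182 were unchanged in direction and call or within the spread between libraries, and 6 were no longer called. The other 47, all from fits that left out a library, moved by more than that spread.

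Leaving out a library leaves its kit with a single library, so those fits were read for the size of the change only and no p is given. Annotated reads then ranged from 16983247 to 26256012 with NEBNext, 9417070 to 11620980 with TruSeq and 5144833 to 5300732 with TailorMix, and detected miRNAs from 275 to 307, 227 to 253 and 269 to 279.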

Differences from the paper's values

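In Fig. 1b, read by eye, the bars of the mapped TruSeq reads add up to about 61000000 reads over all lengths. Both TruSeq libraries together hold 21038050 annotated reads. The alternatives set before the data were examined can only leave this total as it is or lower it: with at least 4 counts it was 21015218 reads, and with each distinct sequence counted once 21038050 reads. The bars of NEBNext add up to about 45000000 reads against 43239259 annotated reads, and those of TailorMix to about 15000000 against 10445565. The cause of the difference with TruSeq was not found.

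For the shares of tRNA the paper's values were 98.0% with NEBNext, 89.7% with TruSeq and 92.3% with TailorMix, against 98.8%, 96.8% and 95.5% here. With the paper's own mapped totals as denominator, a setting chosen after seeing the values, they were 98.3%, 90.5% and 92.4%.

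The paper names glutamine among the most abundant tRNA types in its text, while its Fig. 1a names glu. In the counts Glu took 50.8%, 28.0% and 50.3% of tRNA reads with NEBNext, TruSeq and TailorMix, and Gln 0.641%, 0.301% and 0.0318%. The paper lists histidine among the most abundant types. With TailorMix, Asp had 1.73% and His 1.30% of tRNA reads. The paper gives TruSeq more mapped reads than NEBNext when it explains the choice of kit. The counts hold 10519025 annotated reads per TruSeq library and 21619630 per NEBNext library on average.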

Other observations

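The test of near-identical tRNA genes was chosen only after the result was seen.

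The gene named for a tRNA sequence changed between libraries of the same kit. For the most abundant sequence of Glu, Gly, Val and His in each kit, the named gene differed between the libraries in 10 of 12 pairs, and in all 10 of these the share of the type's reads was within 10 percentage points, from 0.00336 to 5.49 points apart. In TailorMix the most abundant Val sequence held 51.3% of Val reads in both libraries under different gene names. This is consistent with sequences shared by near-identical tRNA genes, of which only a single gene is listed, although sequences were not compared. No biological explanation was tested.

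With at least 4 counts, 253 and 227 miRNAs were detected with TruSeq, 279 and 269 with TailorMix and 307 and 275 with NEBNext. In both libraries of a kit, 262 were detected with NEBNext, 212 with TruSeq and 252 with TailorMix. Of the 347 miRNAs detected in both libraries of at least a single kit, 146 were detected in both libraries of all 3. Detected in both libraries of a kit and in no library of the others were 33 with NEBNext, 8 with TruSeq and 32 with TailorMix.

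The miRNA with the highest mean share of miRNA reads was a different one in each kit. The highest in NEBNext took 8.73% ± 0.174 there, 2.33% ± 0.162 with TruSeq and 1.89% ± 0.0901 with TailorMix (SD, n = 2 each). The highest in TruSeq took 19.3% ± 1.17 there, 4.46% ± 0.207 with NEBNext and 0.362% ± 0.0136 with TailorMix. The highest in TailorMix took 15.7% ± 0.0373 there, 0.755% ± 0.0345 with NEBNext and 1.01% ± 0.135 with TruSeq. The 10 most abundant miRNAs took 42.8% of miRNA reads with NEBNext, 68.5% with TruSeq and 64.3% with TailorMix, and 2 miRNAs were among these 10 in all 3 kits. miR-16-5p took 0.388% ± 0.0201 with NEBNext, 3.01% ± 0.290 with TruSeq and 5.02% ± 0.175 with TailorMix, which placed it 49th, 8th and 4th by mean share.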
